A study of Synechocystis sp. PCC 6803 with 16 samples.

How the data were processed

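Total RNA of the unicellular cyanobacterium Synechocystis was measured on 16 single-colour microarrays. The samples came from the wild type and from the Δrbp2Δrbp3 double mutant, which lacks the RNA-binding proteins Rbp2 and Rbp3. Per the labels, DNase-treated RNA was labelled with Cy3 directly, with no cDNA step, so each spot reports RNA and not an amplified copy. In a high light experiment, cultures grown at 30 °C and 50 µmol photons m-2 s-1 were sampled before and 30 min after the light was raised to 250 µmol of photons on the same scale. In a cold experiment, they were sampled before and 1 h after a shift from 30 to 20 °C. Genotype, experiment and time point give 8 groups with 2 arrays each, which the labels call biological duplicates.

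The deposited scanner tables hold spot intensity on a linear scale. Per the file headers, they were written by Agilent Feature Extraction 10.7.3.1, which subtracts a local background to give the processed signal and marks each spot as well above background or not. The processed signal has a lower limit set by that software. On each array between 8.80% and 20.4% of the probes shared the lowest value, which lay between 14.0 and 29.8 intensity units. The authors also deposited 1 table of log2 values for all arrays. Set against the scanner intensities, its columns had a rank correlation of 1 with the median spot signal before background subtraction, and its sorted columns differed by at most 0.04. These log2 values therefore behave as quantile-normalized median signals with no background subtracted, over a range of 7.26 to 18.33.

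Each array has 62334 spots, of which 1319 are control spots and 61015 are probes with 1 spot each. Of the probes, 60866 carry only a design number and 149 are named for a CRISPR array or a CRISPR leader. The files do not pair the numbered probes with genes, so the results below are given by probe. Several probes can belong to 1 transcript, and the number of called probes is not a number of genes. Control spots and 82 probes with an outlier mark on any array were left out, which left 60933.

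The log2 of the processed signal was taken and the 75th percentile of each array was subtracted. A probe was tested if it was well above background on both arrays of at least 1 of the 8 groups, which kept 48861 probes. Group means were fitted with limma 3.58.1 in R 4.3.3 over all 16 arrays, so that the comparisons share 1 estimate of the spread with 8 residual degrees of freedom. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1. With 2 arrays per group the number of arrays limits the precision: the median standard error of a difference between 2 groups was 0.17 on the log2 scale, and that of a difference between 2 such differences was 0.24. A probe that is not well above background on any array of a group has only a bound there. For such probes the fold is given as at least the bright group's mean over the mean of, per array, the lowest well-above-background signal or the probe's own signal, whichever was higher.

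The procedure was tested on simulated data with the spread of these arrays and 200 changed probes among 48861. For the comparison of genotypes in standard conditions over both experiments it recovered 96.5% of them, with 1.53% false calls. For the genotypes within a condition it recovered between 89.5% and 91.5%, with false calls of 4.26% and 4.19% in the high light experiment and 2.72% in both conditions of the cold experiment. Every simulated change exceeded the minimum log2 difference. Each probe had the same normal spread in all groups, and no lower limit of the signal was set. The real arrays differ in these points, so these rates do not give the error of the real calls.

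The 11 comparisons, the test, the alternatives and the rule for naming probes were fixed before the data were examined. The rule takes, per comparison, up to 3 probes with the largest rise and 3 with the largest fall among the called probes whose arrays do not overlap between groups. After the data were seen, the ranking was limited to probes well above background on all arrays compared. Since the numbered probes carry no gene names, few of them are named below and the others are given as ranges. The alternatives were quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, the authors' log2 values, no filter on dim probes, a filter that keeps the 32781 probes well above background on all 16 arrays, no minimum difference, each experiment fitted alone, the replicate number as a block, and each array left out in turn. Normexp was run on the median spot signal in place of the mean signal. Chosen after the data were seen were a common floor, a weight per slide from limma's array weights, the comparison of the genotype effect between the experiments, and the grouping of the CRISPR and leader probes. For those probe groups the mean over the tested probes was compared by an exact permutation test over the 1296 relabellings of genotype within the 4 conditions, two-sided, with Benjamini-Hochberg adjustment over the 5 groups. This test treats the arrays of the 4 conditions as independent. The labels do not say whether the arrays before and after a shift came from the same cultures. If they did, the exact permutation p-values given below would be too small.

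Both experiments used the same layout of 8 arrays on a slide of their own. Genotype and time point keep the same places on both slides, so array position and group cannot be told apart within a slide, and slide and experiment cannot be told apart. Gene sets, differences between the ends of a transcript, the deleted genes and a median over the probes of a gene had been planned; they need a map from probes to genes and were not analysed here. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.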

Results

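Transcript levels of the wild type and the Δrbp2Δrbp3 mutant were recorded on 16 arrays in 8 groups of 2. Between 60.3% and 76.6% of the 61015 probes were well above background on an array, and no probe was saturated. The 75th percentile of the processed signal, to which all levels are scaled, lay between 453 and 910 intensity units. Replicate arrays had Pearson correlations between 0.971 and 0.997 across 32781 probes, which are not independent replicates. The standard deviation of the difference between replicates ran from 0.12 on the log2 scale in the mutant before the cold shift to 0.41 in the wild type after high light.

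The first question was how the absence of Rbp2 and Rbp3 changes transcript levels in standard conditions. In the high light experiment, limma called 6483 of 48861 probes, of which 3688 were higher and 2795 lower in the mutant. In the cold experiment it called 3383 probes before the shift, of which 1536 were higher and 1847 lower. Over the standard arrays of both experiments, 4073 probes were called, of which 2074 were higher and 1999 lower. The called probes had a median log2 difference of 1.28 where higher and -1.32 where lower. Of the 4073, only 1612 were well above background on all 8 arrays compared, so these medians rest mostly on differences that are not fully measured. Of the 1612, 612 were higher and 1000 lower. The alternative that moved this count most, other than dropping the minimum difference, was the use of the authors' log2 values, with 448 called probes.

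Called differences resting on dim probes were common in each comparison of 2 groups. In standard conditions of the high light experiment, 3251 of the 6483 called probes were well above background on all 4 arrays. A further 2144 were measured in the brighter group but on no array of the dimmer group, and for 597 of these the bound was at least 2-fold. On none of the 4 arrays were 657 called probes well above background, and for these no fold is given. After the cold shift, 3582 of 6177 called probes were measured on all 4 arrays compared.

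**Figure D1:**
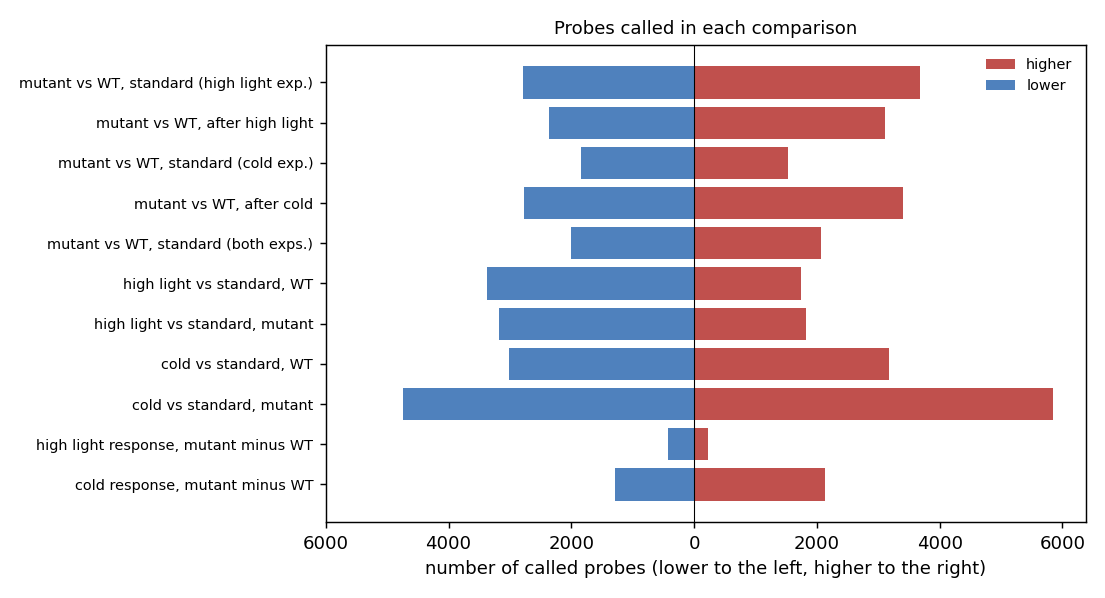
Number of probes called by limma in each of the 11 planned comparisons, with lower probes drawn to the left of 0 and higher probes to the right (WT, wild type). The comparison of cold with standard conditions in the mutant had the most calls, 5847 higher and 4734 lower, and the difference of the high light responses the fewest, 234 higher and 419 lower.

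Among the probes well above background on all 8 standard arrays, the numbered probes with the largest changes can be named only by their design numbers. SYN-CR-76-20988 was higher in the mutant by 2.70 ± 0.32 (log2 difference ± SE, n = 4 arrays per genotype, limma adjusted p 6.54e-05), and it was well above background on 0 of 2 wild type arrays after either shift. SYN-CR-76-50672 was higher by 2.54 ± 0.41 (limma adjusted p 0.000473). In the cold experiment alone its limma adjusted p was 0.00958, and 0.0641 without replicate 1 of the mutant. SYN-CR-76-54166 had a log2 difference of -4.00 ± 0.13 (limma adjusted p 6.83e-09). In the high light experiment its level was 1.66 ± 0.04 in the wild type and -2.26 ± 0.06 in the mutant (SD, n = 2). The next largest fall belonged to R_CRISPR3-22, a probe of the CRISPR3 array, at -3.88 ± 0.15 (limma adjusted p 3.39e-08). In the comparison over both experiments, these 4 probes stayed called under each alternative that tested them.

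The 2 experiments share no arrays, so their genotype effects share no array noise. The genotypes keep the same places on both slides, however. An effect of array position could thus recur and add to the agreement, here and after the shifts. Across the 48861 probes the genotype effects in standard conditions had a Pearson correlation of 0.604 between the experiments. Both experiments called 1889 probes, against 449 if the calls were independent, and 1848 of these changed in the same direction. Across the probes well above background on all 16 arrays the correlation was 0.610.

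After the shifts, the mutant differed from the wild type in 5479 probes in high light, of which 3113 were higher and 2366 lower. In the cold it differed in 6177 probes, 3409 higher and 2768 lower. Among called probes well above background on all 4 arrays compared, more were lower in both conditions, with 795 higher and 1290 lower in high light and 1599 higher and 1983 lower in the cold. The genotype effects after high light and after cold had a correlation of 0.668 across probes, and 2594 of the 2614 probes called in both had the same direction. Over the 4 conditions, 12251 probes were called in at least 1. In all 4, 402 probes were called higher and 483 lower, against 6.36 if calls were independent between conditions. In 133 probes, calls of opposite direction occurred in different conditions.

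**Figure D2:**
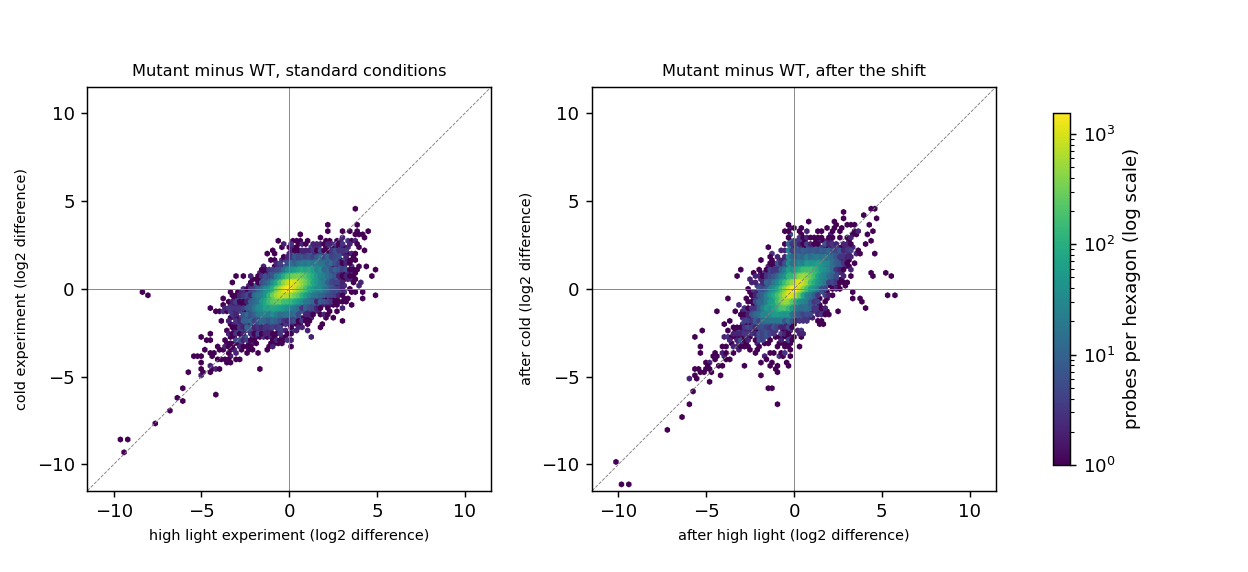
Log2 difference of the mutant from the wild type for each tested probe, in standard conditions of the high light experiment against the cold experiment (left) and after high light against after cold (right). Colour gives the number of probes per hexagon on a log scale, and the dashed line marks equal differences. The correlations are 0.604 and 0.668.

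Probes of CRISPR RNAs, which guide bacterial defence against foreign DNA, are named in the files. They were grouped after the data were seen. The mean over 36 tested CRISPR3 probes differed between mutant and wild type by -2.76 on the log2 scale over the 4 conditions. The exact permutation p was 0.00154, the smallest this test allows with all arrays taken as independent, and the adjusted p 0.00386. Only 19 of the 38 CRISPR3 probes were well above background on all 8 mutant arrays. With probes well above background on all 16 arrays the difference was -2.23 (exact adjusted p 0.00386). In standard conditions of the cold experiment, the CRISPR3 level was 2.96 ± 0.15 in the wild type and 0.10 ± 0.17 in the mutant (SD, n = 2). After the cold it was 3.08 ± 0.10 in the wild type and 0.35 ± 0.02 in the mutant. The wild type and mutant arrays did not overlap in any of the 4 conditions, and 30 CRISPR3 probes were called lower in each. The mean over 43 CRISPR2 probes differed by -0.97 (exact adjusted p 0.00514). By condition it differed by -1.01 before and -0.79 after high light, and by -0.29 before and -1.77 after cold. The arrays of the genotypes overlapped before cold. The CRISPR2 difference was -0.31 with an adjusted p of 0.0566 when only probes well above background on all 16 arrays were used. With the authors' values it was -0.27 (exact adjusted p 0.018). The 48 CRISPR1 probes differed by -0.19 (exact adjusted p 0.144), with a positive difference of 0.36 in standard conditions of the cold experiment. The 2 tested probes of the second leader differed by 0.45 (exact adjusted p 0.00386). The size of this difference depended on the processing, from 0.24 with no filter on dim probes to 0.75 with quantile normalization. For the 4 probes of the first leader the difference was -0.24 (exact adjusted p 0.0907), and its direction changed under quantile normalization, normexp and the authors' values.

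**Figure D3:**
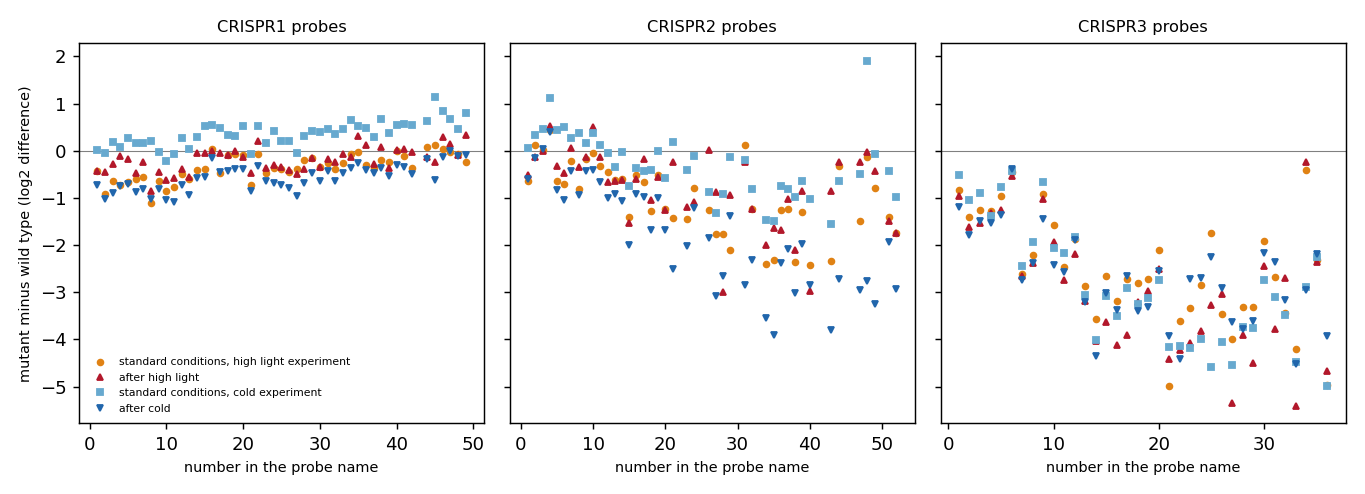
Log2 difference of the mutant from the wild type for each tested CRISPR probe, against the number in the probe's name, with a symbol for each of the 4 conditions. CRISPR3 probes numbered up to 6 have a median difference of -1.19 over the conditions, and those with higher numbers one of -3.08. Many of the CRISPR3 probes with higher numbers were not well above background on all mutant arrays.

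The next comparisons asked how each genotype responds to high light. In the wild type, 5120 probes were called, 1744 higher and 3376 lower after 30 min at 250 µmol photons. In the mutant, 5006 were called, 1822 higher and 3184 lower. Measured on all 4 arrays compared were 2619 of the called probes in the wild type and 2457 in the mutant. Of these, 1248 were higher and 1371 lower in the wild type, and 1158 higher and 1299 lower in the mutant. The excess of lower calls was thus smaller among measured probes. The responses of the genotypes had a correlation of 0.792 across probes. Both genotypes called 2897 probes, against 525 if independent, and 2883 of these changed in the same direction. Rises of 3 or more on the log2 scale were found for 273 probes in the wild type and 294 in the mutant. The difference of the responses itself, tested as an interaction, was called for 653 probes, of which 234 were higher and 419 lower in the mutant. This count depended on single arrays: it was 279 without replicate 2 of the mutant before high light and 2059 without replicate 1 of the wild type after high light. With the 8 arrays of the high light experiment alone it was 112, and with all arrays and a weight per slide it was 276.

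After 1 h at 20 °C, 6183 probes were called in the wild type, 3171 higher and 3012 lower. In the mutant 10581 probes were called, 5847 higher and 4734 lower. Of the called probes, 3430 in the wild type and 6949 in the mutant were measured on all 4 arrays compared. Of these, 1624 were higher and 1806 lower in the wild type, the opposite order to that of all its calls, and 3638 were higher and 3311 lower in the mutant. The responses had a correlation of 0.747 across probes, and 3982 of the 4009 probes called in both genotypes changed in the same direction. The interaction was called for 3422 probes, 2132 higher and 1290 lower. Without replicate 1 of the mutant before the cold shift this count was 1997. Only 1944 of the 3422 were well above background on all 8 arrays, with 1005 higher and 939 lower.

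**Figure D4:**
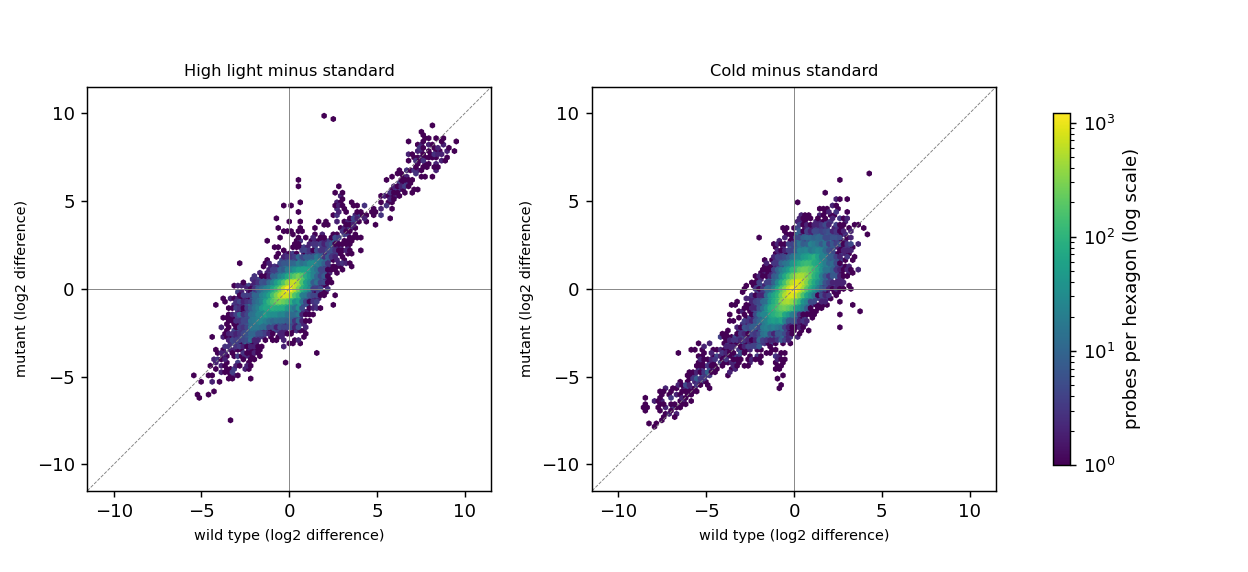
Log2 difference between shifted and standard conditions for each tested probe in the wild type (x axis) and the mutant (y axis), for high light (left) and cold (right). Colour gives the number of probes per hexagon on a log scale, and the dashed line marks equal responses. The correlations are 0.792 and 0.747.

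The responses to high light and to cold, which share no arrays, had a correlation of -0.20 across probes in the wild type and -0.23 in the mutant. Spearman's rho was 0.0983 in the wild type and -0.0986 in the mutant, so in the wild type the sign depended on the measure. Across probes well above background on all 16 arrays the Pearson correlations were -0.0776 and -0.15. Of the 1648 probes called in both responses of the wild type, 868 changed in the same direction, and in the mutant 921 of 2168. Of the 273 probes that rose by 3 or more in high light in the wild type, 214 fell by 3 or more after the cold shift, against 1.90 if independent. In the mutant this held for 222 of 294 probes. In the wild type standard arrays, the median level of the 273 probes was -2.34 in the high light experiment and 1.90 in the cold experiment.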

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

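The interactions of the light and cold responses were planned. For them, the other scalings, the filter on all 16 arrays, the removal of single arrays and the fit of each experiment alone were planned too. The weight per slide and the other tests of explanations were chosen after the results were seen. So were the comparison of the genotype effect between the experiments and the look at the control spots. No group has more than 2 arrays, so single arrays were not tested as outliers within a group.

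The cold response differed between the mutant and the wild type in 3422 probes by the limma interaction. Several technical sources were weighed. Over other scalings of the arrays the smallest count was 649, with the authors' log2 values. Only 520 of the 3422 calls were kept there, against 3163 with quantile normalization. Scaling alone thus does not remove the difference, but most of the calls were lost with the authors' values. Among probes well above background on all 16 arrays 1763 were called, which argues against dim probes as the whole source. With each array left out in turn the smallest count was 1997, without replicate 1 of the mutant before the cold shift, which argues against a single array. Both slides have the same layout, so a position effect common to the slides would recur in the high light interaction, yet the correlation of the interactions across probes was -0.018. A position effect on the cold slide alone stays open. The response had a standard deviation over probes of 0.98 in the mutant and 0.81 in the wild type, both on the log2 scale. A larger but proportional response in the mutant would, at this replicate spread, give a correlation of 0.946 between the genotypes, while the observed one was 0.747. A larger response can therefore be part of the difference but not all of it. A different cold response in the absence of Rbp2 and Rbp3 stays open as a hypothesis and was not tested apart from the genotype labels.

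The high light response differed between the genotypes in 653 probes. This interaction is less stable. The smallest count over other scalings was 227, that over probes well above background on all 16 arrays 382, and that with 1 array left out 279, without replicate 2 of the mutant before high light. Without replicate 1 of the wild type after high light the count was 2059. None of these sources alone removes it. Of the 653 probes, 40.1% had the same sign in the cold interaction, below the share of equal signs that a position effect common to the slides would give. The high light slide was noisier, with a median residual standard deviation of 0.19 on the log2 scale against 0.14 on the cold slide. With a weight per slide and the same 8 residual degrees of freedom, 276 probes were called. With the high light slide fitted alone, which leaves 4 residual degrees of freedom, 112 were called, while the cold interaction rose to 4344 when its slide was fitted alone. The spread shared between the slides was thus too small for the high light slide and is a likely source of part of the 653 calls, though not of the 97 among them that were also called with the slide fitted alone. A difference due to the genotype stays open and untested.

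The genotype effect in standard conditions differed between the experiments in 2467 probes, 626 higher and 1841 lower in the cold experiment. The smallest count over other scalings was 316, that over probes well above background on all 16 arrays 1200, and that with 1 array left out 1125, without replicate 1 of the mutant before the cold shift. Without replicate 2 of the wild type before high light it was 3903. A change of scale on a slide would keep the effects proportional and, at this replicate spread, give a correlation of 0.895, while the observed one was 0.604. The difference between experiments within the mutant, high light experiment minus cold experiment, correlated at 0.650 with the cold response of the wild type, with no array in common. The same difference within the wild type correlated at 0.603 with that of the mutant and at 0.273 with the cold response of the mutant. The experiments thus differed in both genotypes and not in the mutant alone. With the high light response of the other genotype, the correlation was -0.295 for the difference within the mutant and -0.416 for that within the wild type. A candidate explanation is that the cultures were in another state before each shift, to a different degree in each genotype. Experiment, slide and culture state cannot be told apart here, because each experiment lies on its own slide.

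The control spots were not used in the comparisons. Of the 35 spots of 1 E1A control probe, 94.5% were well above background over the arrays, while none of the 308 spots of the negative control probe were. Of the 10 E1A probes it was the only one with more than 50% of its spots well above background. Other controls above 50% were the bright corner spots (100%), ETG10_195139 (92.2%) and ETG05_66023 (59.4%). For the E1A probe, RNA added with a control mix and binding of RNA from the sample are candidate sources. They cannot be told apart, since nothing in the labels says whether a mix was added. The scaled level of this E1A probe differed between genotypes by -0.08 on the log2 scale (exact permutation p 0.113). The standard deviation over its spots within an array had a median of 0.18. No biological explanation was tested.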

How the results depend on the processing

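The common floor, the weight per slide, the comparison of the genotype effect between the experiments and all alternatives for the CRISPR and leader groups were chosen after the results were seen. Counts below are of called probes, and the cause of a moved count was not tested except where the construction of the alternative shows it. The order in each list is mutant against wild type in standard conditions of the high light experiment, after high light, in standard conditions of the cold experiment, after cold, and in standard conditions of both; then high light response in the wild type and in the mutant, cold response in the wild type and in the mutant, high light interaction, cold interaction, and difference of the genotype effect between the experiments.

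Quantile normalization, no filter on dim probes and the replicate number as a block left all 12 counts within 1.5 times the values in the report. Signals that keep their background are compressed at the dim end, so fewer small signals differ by 1 or more. With normexp and quantile normalization the counts were 1934, 1296, 873, 2273, 933, 2247, 2109, 2293, 4806, 354, 1405 and 780. With the authors' processed values they were 914, 644, 409, 1189, 448, 1579, 1430, 1312, 2727, 227, 649 and 316. With only probes well above background on all 16 arrays, which tests 32781 probes, they were 2553, 1871, 1259, 2684, 1298, 2395, 2167, 2926, 5338, 382, 1763 and 1200. With no minimum difference, which admits more probes by construction, they were 19418, 17698, 12905, 19225, 22746, 14835, 14860, 18687, 25161, 740, 7037 and 4293. The 740, for the high light interaction, is within 1.5 times its value in the report. With a common floor at -2.42 on the scaled log2 scale, the first 9 counts were 3432, 2643, 1688, 3807, 1823, 3098, 2814, 3822 and 7052, and the last was 1420. Both interactions stayed within 1.5 times there. With each experiment fitted alone only the high light interaction moved by over 1.5 times, to 112, and with a weight per slide it alone did so as well, to 276. The high light slide had the larger spread.

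Which direction had more calls also depended on dim probes. For the mutant against the wild type after high light, 56.8% of the calls were higher in the report's setting, 42.9% with normexp and quantile normalization, 34.0% with the authors' values, 40.8% with probes well above background on all 16 arrays and 45.8% with the common floor. With probes well above background on all 16 arrays, each of the 7 comparisons with more higher than lower calls in the report's setting had more lower calls, and with normexp or with the authors' values 5 of the 7 did. With the common floor 4 of the 7 did, with quantile normalization 1, and with no filter or the replicate block 0. Of the 5 comparisons with more lower calls, 1 changed, under the authors' values, and none under the other settings named here. The filter on all arrays, normexp, the authors' values and the common floor compress or leave out dim signals by construction, so the balance of directions in the totals depends on how dim signals are treated. No scaling moved the median of all tested probes by over 0.1 on the log2 scale. With no filter on dim probes the median of the mutant against the wild type went from 0.03 to 0.11 in standard conditions of the high light experiment and from 0.01 to -0.10 after high light.

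With each array left out in turn, a group with a single array left is assumed to vary like the other groups. Counts that moved by over 1.5 times were those of the 3 differences of differences. The high light interaction ran from 279 to 2059, the cold interaction from 1997 to 3370 and the difference of the genotype effect between the experiments from 1125 to 3903.

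For single probes chosen by the naming rule, 770 of the values under alternatives kept their direction and call, 11 kept the direction but were no longer called, and 0 reversed. Among the 11 was SYN-CR-76-50672 in standard conditions of the cold experiment, with a log2 difference of 2.475 over all arrays. It was 2.488 without replicate 1 of the wild type and 2.365 without replicate 1 of the mutant. SYN-CR-76-25584, the largest named rise in the mutant after high light, was also among them. Its log2 difference fell from 4.085 to 0.99 without replicate 2 of the mutant after high light, a group with an SD of 4.38 (n = 2).

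The CRISPR3 difference ran from -2.80 to -1.62 over its settings, with an adjusted p of at most 0.00772. The CRISPR2 difference weakened to -0.31 (exact adjusted p 0.0566) with probes well above background on all 16 arrays, which leaves fewer probes. With the 43 probes of the report's setting it was -0.45 with normexp and quantile normalization (adjusted p 0.00514) and -0.27 with the authors' values (adjusted p 0.018), and over its settings it ran from -1.02 to -0.27. The difference of the first leader, -0.24 in the report's setting, reversed to 0.13 with normexp and quantile normalization, 0.12 with quantile normalization and 0.13 with the authors' processed values. The cause was not tested.

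Signal over background limits all of these counts: 53.8% of the probes were well above background on all arrays and 16.4% on none. The median over the probes of a gene and the gene-set alternatives were not run, because they need a map from probes to genes.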

Other observations

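The fits of the 8 standard arrays with and without the slide as a block were planned; the other tests in this part were chosen after the results were seen, so each explanation is a hypothesis.

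The genotype comparison in standard conditions over both experiments was set against other divisions of the 8 standard arrays into 4 and 4. With the slide as a block, only 1 of the 18 splits that hold the slides in balance, the real one, gave as many called probes, 3897. Chance cannot be excluded by this count, since the smallest share that the 18 splits allow is 0.0556. With no slide term, the real split gave 3081 calls and the split that follows the slide 1815. The remaining of the 35 splits gave at most 1, but they carry the genotype difference as spread and so say little. Array position stays open: wild type arrays lie in columns 1 and 2 and mutant arrays in columns 3 and 4 on both slides. Differences between adjacent columns, taken within a group, had correlations from -0.22 to 0.25 over the 12 pairs of groups in the same columns, with a mean of 0.0532, which decides nothing, and a step between the columns of the genotypes cannot be told apart from the genotype.

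Probes that rose strongly in high light fell in the cold experiment, in both genotypes. Of the wild type probes with a high light rise of 3 or more, 90.8% were lower after the cold shift, and in the mutant 94.2%. A shift of level between the slides would leave no common direction within the cold slide, so it does not explain this. The levels before the shifts were compared for probes chosen by their high light rise alone, on arrays of the other genotype. The 294 probes that rose by 3 or more in the mutant were, in the wild type standard arrays, higher in the cold experiment than in the high light experiment by a median of 3.36 on the log2 scale, and 278 of them were higher. The labels give these cultures the same light and temperature, and the median over all tested probes was 0.05. The standard cultures of the cold experiment may have been in a light-adapted or otherwise induced state before the shift. An exchange of the standard and cold samples in the cold experiment is another candidate explanation. In the wild type, the standard arrays of the 2 experiments differed over all tested probes with a standard deviation of 0.607. The standard arrays of the high light experiment differed from those after cold with 0.687, which argues against an exchange in the wild type. In the mutant the order was the opposite, 0.763 and 0.702. The 294 probes had a wild type median level of -2.2 in the standard arrays of the high light experiment. It was 2.1 in those of the cold experiment and -3.1 after cold. This order goes with an exchange as well as with an induced state. These explanations cannot be told apart with each experiment on its own slide, and the direction of every cold comparison rests on the labels.

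The fall of CRISPR3 probes in the mutant held under each scaling, with the smallest difference at -1.62 on the log2 scale with the authors' values, which argues against scaling. The 400 tested probes on neighbouring spots had a median difference of 0.0145 (SD 0.70), which argues against a local defect of the arrays. The effect grew with the number in the probe name (Spearman's rho -0.62 over 36 probes, permutation p 0.00012, adjusted 0.00012 over 3 arrays). This permutation shuffles probes measured on the same microarrays, so its p does not measure variation between cultures. In the wild type the CRISPR3 levels declined with the number (rho -0.79). In CRISPR1 the effect ran the other way, with rho 0.750, although its levels also decline with the number in the wild type (rho -0.69). A general loss of RNA integrity in the mutant would lower both, so it is an unlikely source. In CRISPR2 rho was -0.74. Many of the later CRISPR3 and CRISPR2 probes were not well above background on all mutant arrays, so these 2 trends rest partly on bounds. No trend is given for measured probes alone. Loss of the whole CRISPR3 region from the mutant strain is argued against by its first 6 probes, whose median level in the mutant was 5.39 on the log2 scale above the 75th percentile of the array. Loss of the later units stays open: their median difference was -3.08, and 19 of the 38 CRISPR3 probes were well above background on all 8 mutant arrays, against 35 in the wild type. Shared repeats between units could hold up such signals. Lower accumulation of RNA from the later-numbered CRISPR3 units in the absence of Rbp2 and Rbp3 is a biological candidate that was not tested. A check of the strain's DNA would separate it from a deletion. Whether the numbers follow the order along the transcript was not checked.

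Bright probes were lower in the mutant relative to the 75th percentile of the array. The log2 ratio of the 99th to the 75th percentile was 4.55 to 4.88 on wild type arrays and 3.96 to 4.49 on mutant arrays. The genotypes did not overlap within any of the 4 conditions (exact permutation p 0.00154, the smallest this test allows, adjusted 0.00309 over 4 array measures). Among the 328 probes in the top 1% by level, 298 were lower in the mutant, with a median difference of -0.46. Compression of bright spots would lower the brightest most. Yet the log2 ratio of the level exceeded by 0.1% of the probes to the 99th percentile was larger in the mutant by 0.23, higher in 4 of 4 conditions (exact permutation p 0.00154, adjusted 0.00309), so compression alone is an unlikely source. The 100 brightest probes held a share of the signal that was 0.762 percentage points higher in the mutant (exact permutation p 0.389, adjusted 0.389), so whether a few abundant RNAs displaced others stays open. By condition the difference was 2.32 points before and 2.67 points after high light, and 0.469 points before and -2.41 points after cold. The last goes against displacement after cold, where the ratio of the 99th to the 75th percentile fell by 0.59 on the log2 scale, with 2 arrays per genotype. Quantile normalization removes such a difference by construction, so it cannot test it. The share of probes well above background was 3.70 percentage points higher in the mutant (exact permutation p 0.00772, adjusted 0.0103). It was higher in 3 of 4 conditions, by 7.04 points after cold, with a difference of -0.41 points in standard conditions of the high light experiment. This bears on all counts of dim probes. The ratio of the 99th to the 75th percentile cannot tell a fall of bright probes from a rise of the 75th percentile. After cold the 75th percentile was 453 and 535 intensity units on the wild type arrays and 806 and 696 on the mutant arrays. It was also higher in the mutant before cold, but not in the high light experiment. Lower levels of abundant RNAs in the mutant thus stay open and were not tested apart from the genotype.

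A brightness bias is also an unlikely source of the likeness between the mutant's difference between experiments and the cold response of the wild type. After the median of each of 50 brightness bins was removed, the correlation was 0.658.

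Some probes were well above background on all 8 arrays of a genotype and on none of the other. There were 55 such probes in the wild type and 75 in the mutant. Over 100 random divisions of the arrays within conditions the largest count was 1, which argues against a random division of the arrays. In the wild type, 8 of the 55 had a bound above 10-fold, and the largest, SYN-CR-76-37784, was at least 206.5-fold higher than in the mutant. Among the 75 the largest bound was 4.17-fold, and the higher share of probes above background on mutant arrays bears on these. The deleted rbp2 and rbp3 sequences are a candidate source of the strongest losses. Without a map from probes to genes this cannot be told apart from other transcripts that are off in the mutant. This probe was chosen after its values were seen.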
